# Transcriptomic Data Sets for Zymomonas mobilis 2032 during Fermentation of Ammonia Fiber Expansion (AFEX)-Pretreated Corn Stover and Switchgrass Hydrolysates

**DOI:** 10.1128/mra.00564-22

**Published:** 2022-08-22

**Authors:** Yaoping Zhang, Kevin S. Myers, Michael Place, Jose Serate, Dan Xie, Edward Pohlmann, Alex La Reau, Robert Landick, Trey K. Sato

## Abstract

The transcriptomes of Zymomonas mobilis 2032 were captured during the fermentation of ammonia fiber expansion (AFEX)-pretreated corn stover and switchgrass hydrolysates containing different concentrations of glucose and xylose. RNA samples were collected when Z. mobilis was fermenting glucose or xylose. Here, we present transcriptome sequencing (RNA-Seq) data obtained during separate phases of glucose or xylose consumption.

## ANNOUNCEMENT

Zymomonas mobilis is a natural ethanologen with a number of traits shared by other well-known industrial biofuel producers. Z. mobilis 2032 is a derivative of the model strain ZM4 with multiple directed and evolutionary engineering modifications that enable diauxic catabolism of xylose (1). Previous results indicated that the 2032 strain can ferment glucose to ethanol in both 6% and 9% glucan loading ammonia fiber expansion (AFEX)-pretreated corn stover hydrolysate (ACSH) and 7% glucan loading AFEX-pretreated switchgrass hydrolysate (ASGH) (1, 2). Compared to fermentation of 6% ACSH or 7% ASGH, Z. mobilis 2032 grew more slowly in 9% ACSH, consuming little xylose after glucose depletion (3). This inhibition of xylose utilization is probably caused by osmotic stress responses and/or higher concentrations of inhibitors in 9% ACSH. To better understand the physiological responses of Z. mobilis during diauxic fermentation of glucose and xylose in the different hydrolysates, we collected Z. mobilis 2032 samples at time points at which glucose or xylose was being primarily consumed and sequenced the RNA for transcriptome analyses.

Fermentation of Z. mobilis 2032 was conducted in 6% and 9% ACSH and in 7% ASGH in bioreactors as described previously (1). Glucose and xylose concentrations were monitored with a YSI 2700 Biochemistry Analyzer (YSI, Inc., Yellow Springs, OH) during the fermentation. For transcriptome analyses, cells were collected at time points at which glucose or xylose was being primarily consumed, and RNA was isolated and treated with DNase as described previously (4), with at least three biological replicates (Table 1). RNA samples were delivered to the Joint Genome Institute (JGI) (Berkeley, CA) for library preparation and sequencing. After rRNA removal via the Ribo-Zero rRNA removal kit (Illumina, San Diego, CA) and paired-end library generation using the Illumina TruSeq stranded mRNA preparation kit, the libraries were sequenced with 100-bp paired-end reads on an Illumina HiSeq 2000 system. 

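Hydrolysates are sugar mixtures from pretreated plant biomass that also hold plant-derived inhibitors. The deposited values cover 25 libraries: 5 of 6% ACSH, 3 of 7% ASGH and 5 of 9% ACSH in the glucose phase, and 4, 3 and 5 of these media in the xylose phase. They give read counts and RPKM for 1891 genes. Total counts per library in the glucose phase ranged from 5033961 to 23014285 in 6% ACSH, from 8631744 to 27101659 in 7% ASGH and from 3071242 to 20582431 in 9% ACSH. In the xylose phase they ranged from 3794142 to 23255439, from 4670313 to 12131413 and from 862100 to 17856498. Each comparison was a fit of the raw counts of its own pair of groups with TMM factors, edgeR's filter on low counts and edgeR's quasi-likelihood test. A gene was called at an FDR of at most 0.05 and a change of at least 2-fold. Levels are edgeR's CPM with TMM factors. Gene lists were fixed before the data were examined, and their set FDR is from camera with an estimated correlation.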

Reads were trimmed using Trimmomatic (version 0.39) (5) and were mapped to the Z. mobilis 2032 genome (GenBank accession number CP023677) using bwa-mem (version 0.7.17-h5bf99c6_8) (6) with default parameters. Alignment files were cleaned and sorted with Picard tools (version 2.26.10) (https://broadinstitute.github.io/picard) and SAMtools (version 1.2) (7). Aligned reads were mapped to gene boundaries using HTSeq (version 0.6.0) (8) and normalized using reads per kilobase per million mapped reads (RPKM). Significant differential expression (DE) was determined to be at least a 2-fold change in gene expression with an edgeR pairwise-analysis false-discovery rate (FDR) of ≤0.05 (9). There were no genes with significant DE when 7% ASGH and 6% ACSH were compared during the glucose consumption phases and only 2 genes with significant DE during the xylose consumption phases (Fig. 1). 

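Between 7% ASGH and 6% ACSH, no gene passed edgeR's quasi-likelihood test in either phase. In the glucose phase 0 of 1883 genes were called, 103 had an unadjusted p under 0.05 where chance gives 94, and the lowest FDR was 0.161. The exact test, the likelihood ratio test and DESeq2 also called 0, as did a fit that paired the libraries by replicate number. In the xylose phase 0 of 1879 genes were called and the lowest FDR was 0.287. There 188 had an unadjusted p under 0.05, more than the 94 that chance gives, so smaller differences are not excluded. There, edgeR's exact test called 5 genes, named after their values were seen. The flagellar genes flgF and flgE had log2 fold changes of -1.02 and -1.02. The lipoprotein gene ZMO0665 had 1.01, the glutamate synthase gene gltD 1.10 and the peptidase gene ZMO1403 1.43. The likelihood ratio test called 6 genes and DESeq2 called 7. Without 7% ASGH xylose phase replicate 3, the quasi-likelihood test called 40. In simulated counts of the same group sizes and depth, 98 of 100 genes changed 3-fold were called in each phase. The simulation drew genes independently, with no deviation shared across a library and no change under 3-fold. It thus does not cover changes as small as those of the 5 genes, or the effect of replicate 3.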

A total of 610 and 530 genes with significant DE were identified in comparisons of 9% and 6% ACSH during the glucose and xylose consumption phases, respectively (Fig. 1). 

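In the glucose phase, many chaperone and heat shock protease genes were higher in 9% than in 6% ACSH, and most ribosomal protein genes and part of the flagellar and glucose catabolism genes were lower. Of 23 genes of the chaperone and heat shock protease list, which also holds hfq, for an RNA-binding protein, 15 rose and 1 fell. Of 55 genes of the ribosomal protein list 51 fell and 0 rose (51 of 53 without rimO and ZMO0038, which are not ribosomal proteins). As a set, neither list passed camera with the estimated correlation (0.326 and 0.744, FDR = 0.587 each). Both passed camera with the preset correlation of 0.01 (FDR = 0.00056 and 2.65e-14). Both also passed fry, a test of movement of a list in 1 direction (FDR = 4.9e-05 each). However, 12 of 17 lists passed fry, and 1410 of 1883 genes had an FDR of at most 0.05. As fry does not compare a list with other genes, it does not set these lists apart. The outcome of camera depends on the correlation used. The small heat shock protein gene ibpA (ZMO0989) went from 2419 ± 858 CPM (SD, n = 5) to 26600 ± 10730 CPM (SD, n = 5), a log2 fold change of 3.46 (SE 0.34, FDR = 4.17e-06). It was 3.02 for ZMO1545, with a DnaJ domain, 1.74 for the disaggregase gene clpB (ZMO1424), 1.63 for dnaK (ZMO0660), 1.70 for groES (ZMO1928) and 1.27 for groEL (ZMO1929). Among ribosomal protein genes, rplM (ZMO0884) went from 1564 ± 187 to 329 ± 108 CPM, a log2 fold change of -2.25 (SE 0.23). Of 49 genes of flagella and chemotaxis, 14 fell and 0 rose, such as the hook gene flgE (ZMO0611) at -2.70 (SE 0.30). The set FDR was 0.695. Scaled by library totals, 13 fell and 3 rose. List counts in both phases were the same adjusted over the list alone. Within 6% ACSH, these lists moved the same way from the glucose to the xylose phase. There 14 genes of the chaperone and protease list rose and 1 fell, and 51 of the ribosomal protein list fell and 0 rose. Of flagella and chemotaxis genes 16 fell and 3 rose, and of glucose catabolism genes 11 fell and 0 rose. A later stage of glucose use thus stays open beside a response to 9% ACSH. Not all genes lay between the 6% ACSH phases. Of 1883 genes, 36 were called outside both, with groES and hslV above and rplY below among them.
Of 12 genes of glucose uptake, the Entner-Doudoroff pathway and lower glycolysis, 5 fell and 0 rose (set FDR = 0.655). The glucose transporter gene glf (ZMO0366) had a log2 fold change of -1.47 (SE 0.21), and zwf (ZMO0367), for glucose-6-phosphate dehydrogenase, -1.09 (SE 0.22). With library totals 1 of the 12 fell and zwf did not pass (-0.85). The pyruvate decarboxylase gene pdc (ZMO1360) fell from 40830 ± 2735 to 15720 ± 4357 CPM (-1.38). It was the only gene called of the 6 of ethanol production (set FDR = 0.936). Of 6 tested xylose and pentose phosphate genes (set FDR = 0.695), 1 fell, the isomerase gene rpiB (ZMO1200), at -1.60. The genes xylB, talB and tktA had -0.48 (FDR = 0.211, 1 6% ACSH library apart at 985 CPM, -0.90 without 9% ACSH replicate 2 and -0.28 without replicate 4), -0.65 (FDR = 0.0207) and -0.79 (FDR = 0.0242) and did not pass. Both xylA entries, 1 of them labelled a duplicate, are listed at 0 counts in all libraries. How reads shared by duplicates were counted is not given, so this does not show that xylA was silent. Of 41 genes of the nitrogen fixation and assimilation list, matched by symbol or product text, 15 rose and 6 fell (set FDR = 0.587). The nitrogenase iron protein gene nifH (ZMO1823) had 2.17 (SE 0.15). The regulator gene ZMO1697 rose from 36.0 ± 9.76 to 920 ± 470 CPM (log2 fold change 4.68, SE 0.41). Of 1883 genes, 572 were called, 321 higher and 251 lower in 9% ACSH. Scaled by library totals, 455 were higher and 160 lower. The listed genes held a median of 51.2% of mapped reads (totals inferred from the RPKM) in 6% ACSH and 24.9% in 9% ACSH.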

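In the xylose phase, many genes of ATP synthase, oxidative stress defence, chaperones and glycolysis were lower in 9% than in 6% ACSH, and some of efflux pumps were higher. Of 11 genes of the ATP synthase list, 9 fell and 1 rose, the flagellar export ATPase gene fliI (matched by its product name). With library totals, 6 fell and 1 rose. The subunit gene atpG1 (ZMO0240) went from 1792 ± 246 CPM (SD, n = 4) to 462 ± 45.1 CPM (SD, n = 5), a log2 fold change of -1.99 (SE 0.13) (set FDR = 0.231). Of 28 efflux pump genes, 9 rose (20 with library totals) and 0 fell, with ZMO0282 at 2.00 (set FDR = 0.043). Of 16 oxidative stress genes, 8 fell and 0 rose, with the glutathione reductase gene gor (ZMO1211) at -1.77 (set FDR = 0.0644). Of the 23 chaperone and protease genes, 11 fell and 1, ZMO1545, rose (2.11). Here clpB had -2.29 (SE 0.18), ibpA, from 60990 ± 6858 to 15410 ± 1797 CPM, -2.01, and dnaK -1.52 (set FDR = 0.409). With library totals, 4 oxidative stress genes fell and 1 rose, and 7 chaperone and protease genes fell and 3 rose.
The glucose-6-phosphate isomerase gene pgi (ZMO1212) fell from 8107 ± 817 to 936.5 ± 40.3 CPM (-3.14, SE 0.12). Of the 12 glucose uptake and glycolysis genes 6 fell and 0 rose (4 and 1 with library totals, set FDR = 0.465). The alcohol dehydrogenase gene adhA (ZMO1236) fell from 8512 ± 2020 to 866 ± 70.3 CPM (-3.33, SE 0.17). It was the only gene called of the 6 of ethanol production (set FDR = 0.409). Of 55 genes of the ribosomal protein list 16 fell and 1 rose (16 and 1 of 53 without rimO and ZMO0038). With library totals 4 of the 55 fell and 5 rose. Of 6 xylose and pentose phosphate genes 2 rose and 0 fell (set FDR = 0.582 and 0.592 for these lists), with rpiB at 1.05 (not called without 9% ACSH replicate 2). Of the 49 flagella and chemotaxis genes 7 rose and 0 fell (22 and 0 with library totals), and of the 41 nitrogen genes 7 rose and 9 fell (12 and 4), with set FDR = 0.409 and 0.976. The phage shock gene pspB (ZMO1064) fell at -2.95. Of 1884 genes, 506 were called, 231 higher and 275 lower. Scaled by library totals, 556 were higher and 121 lower. The listed genes held a median of 24.0% of mapped reads (totals inferred from the RPKM) in 6% ACSH and 9.81% in 9% ACSH.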

The small overlap of the genes with significant DE in the different phases suggests unique responses to each hydrolysate condition.

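Of 190 genes called in both phases, 64 moved in opposite directions. The protease gene lon2 (ZMO1704) rose in the glucose phase (log2 fold change 2.19) and fell in the xylose phase (-1.76), and the difference between the phases was 3.95 (SE 0.26, FDR = 4.26e-10, interaction term of edgeR). The hopanoid lipid synthesis gene hpnA (ZMO0867) fell at -1.81 (SE 0.08, with 1 9% ACSH library apart at 133 CPM) and rose at 1.03 (SE 0.09, not called at 0.999 without 1 6% ACSH library), a difference of -2.85. Among 1882 genes tested in both phases, independent calls would share 152.9. Both phases had a rise for 84 genes (39.1 by chance, Fisher's exact test, two-sided p = 1.54e-14) and a fall for 42 (36.5 by chance, p = 0.291), but with library totals for 184 and 7. A further 54 rose in the glucose phase and fell in the xylose phase (46.9 by chance), and 10 did the opposite (30.4 by chance). Genes are not independent replicates. The interaction term called 780 of 1886 genes. Among these were 282 of the 381 genes found in the glucose phase alone, 206 of the 314 found in the xylose phase alone and 22 of the 126 that moved the same way. It also called all that moved opposite ways. That was all but fixed by their selection, since changes of at least 2-fold each way already differ by more than the threshold.

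**Figure D1:**
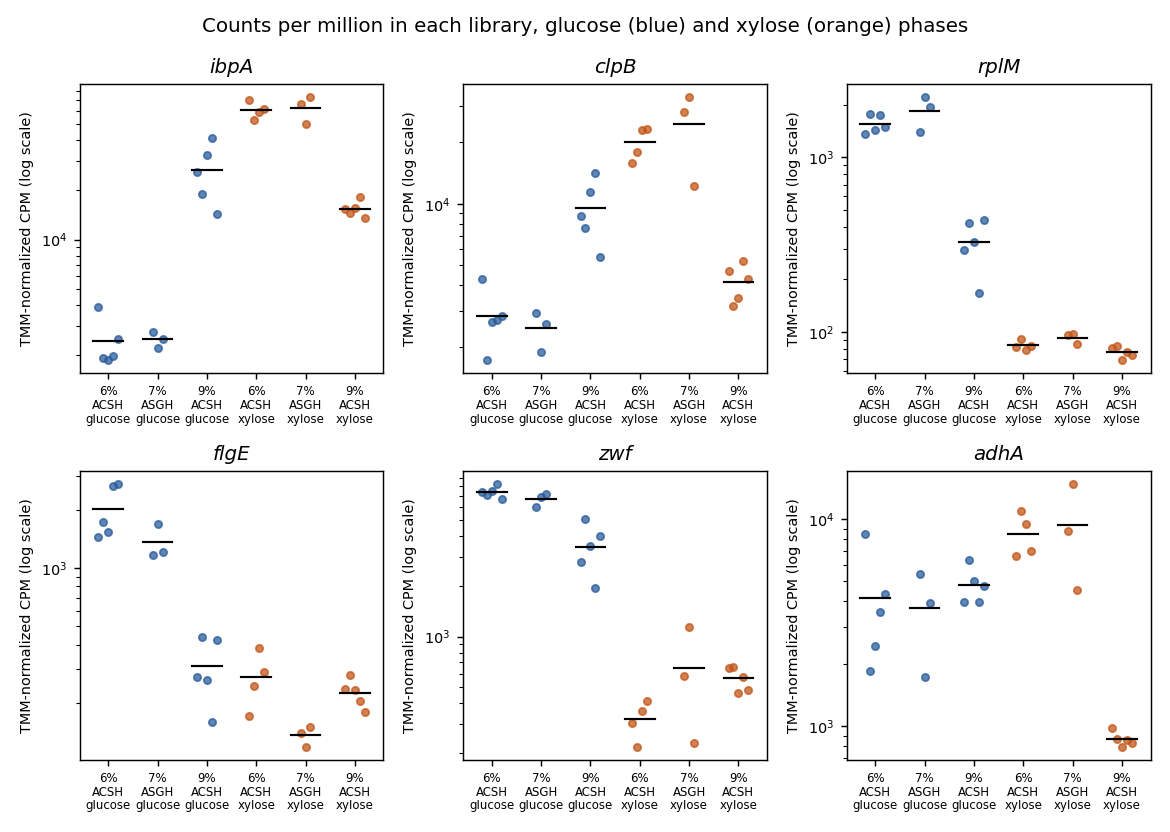
TMM-normalized CPM (log axis) of ibpA, clpB, rplM, flgE, zwf and adhA in each library by medium, with the glucose phase in blue and the xylose phase in orange. Black lines are group means.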

**FIG 1:**
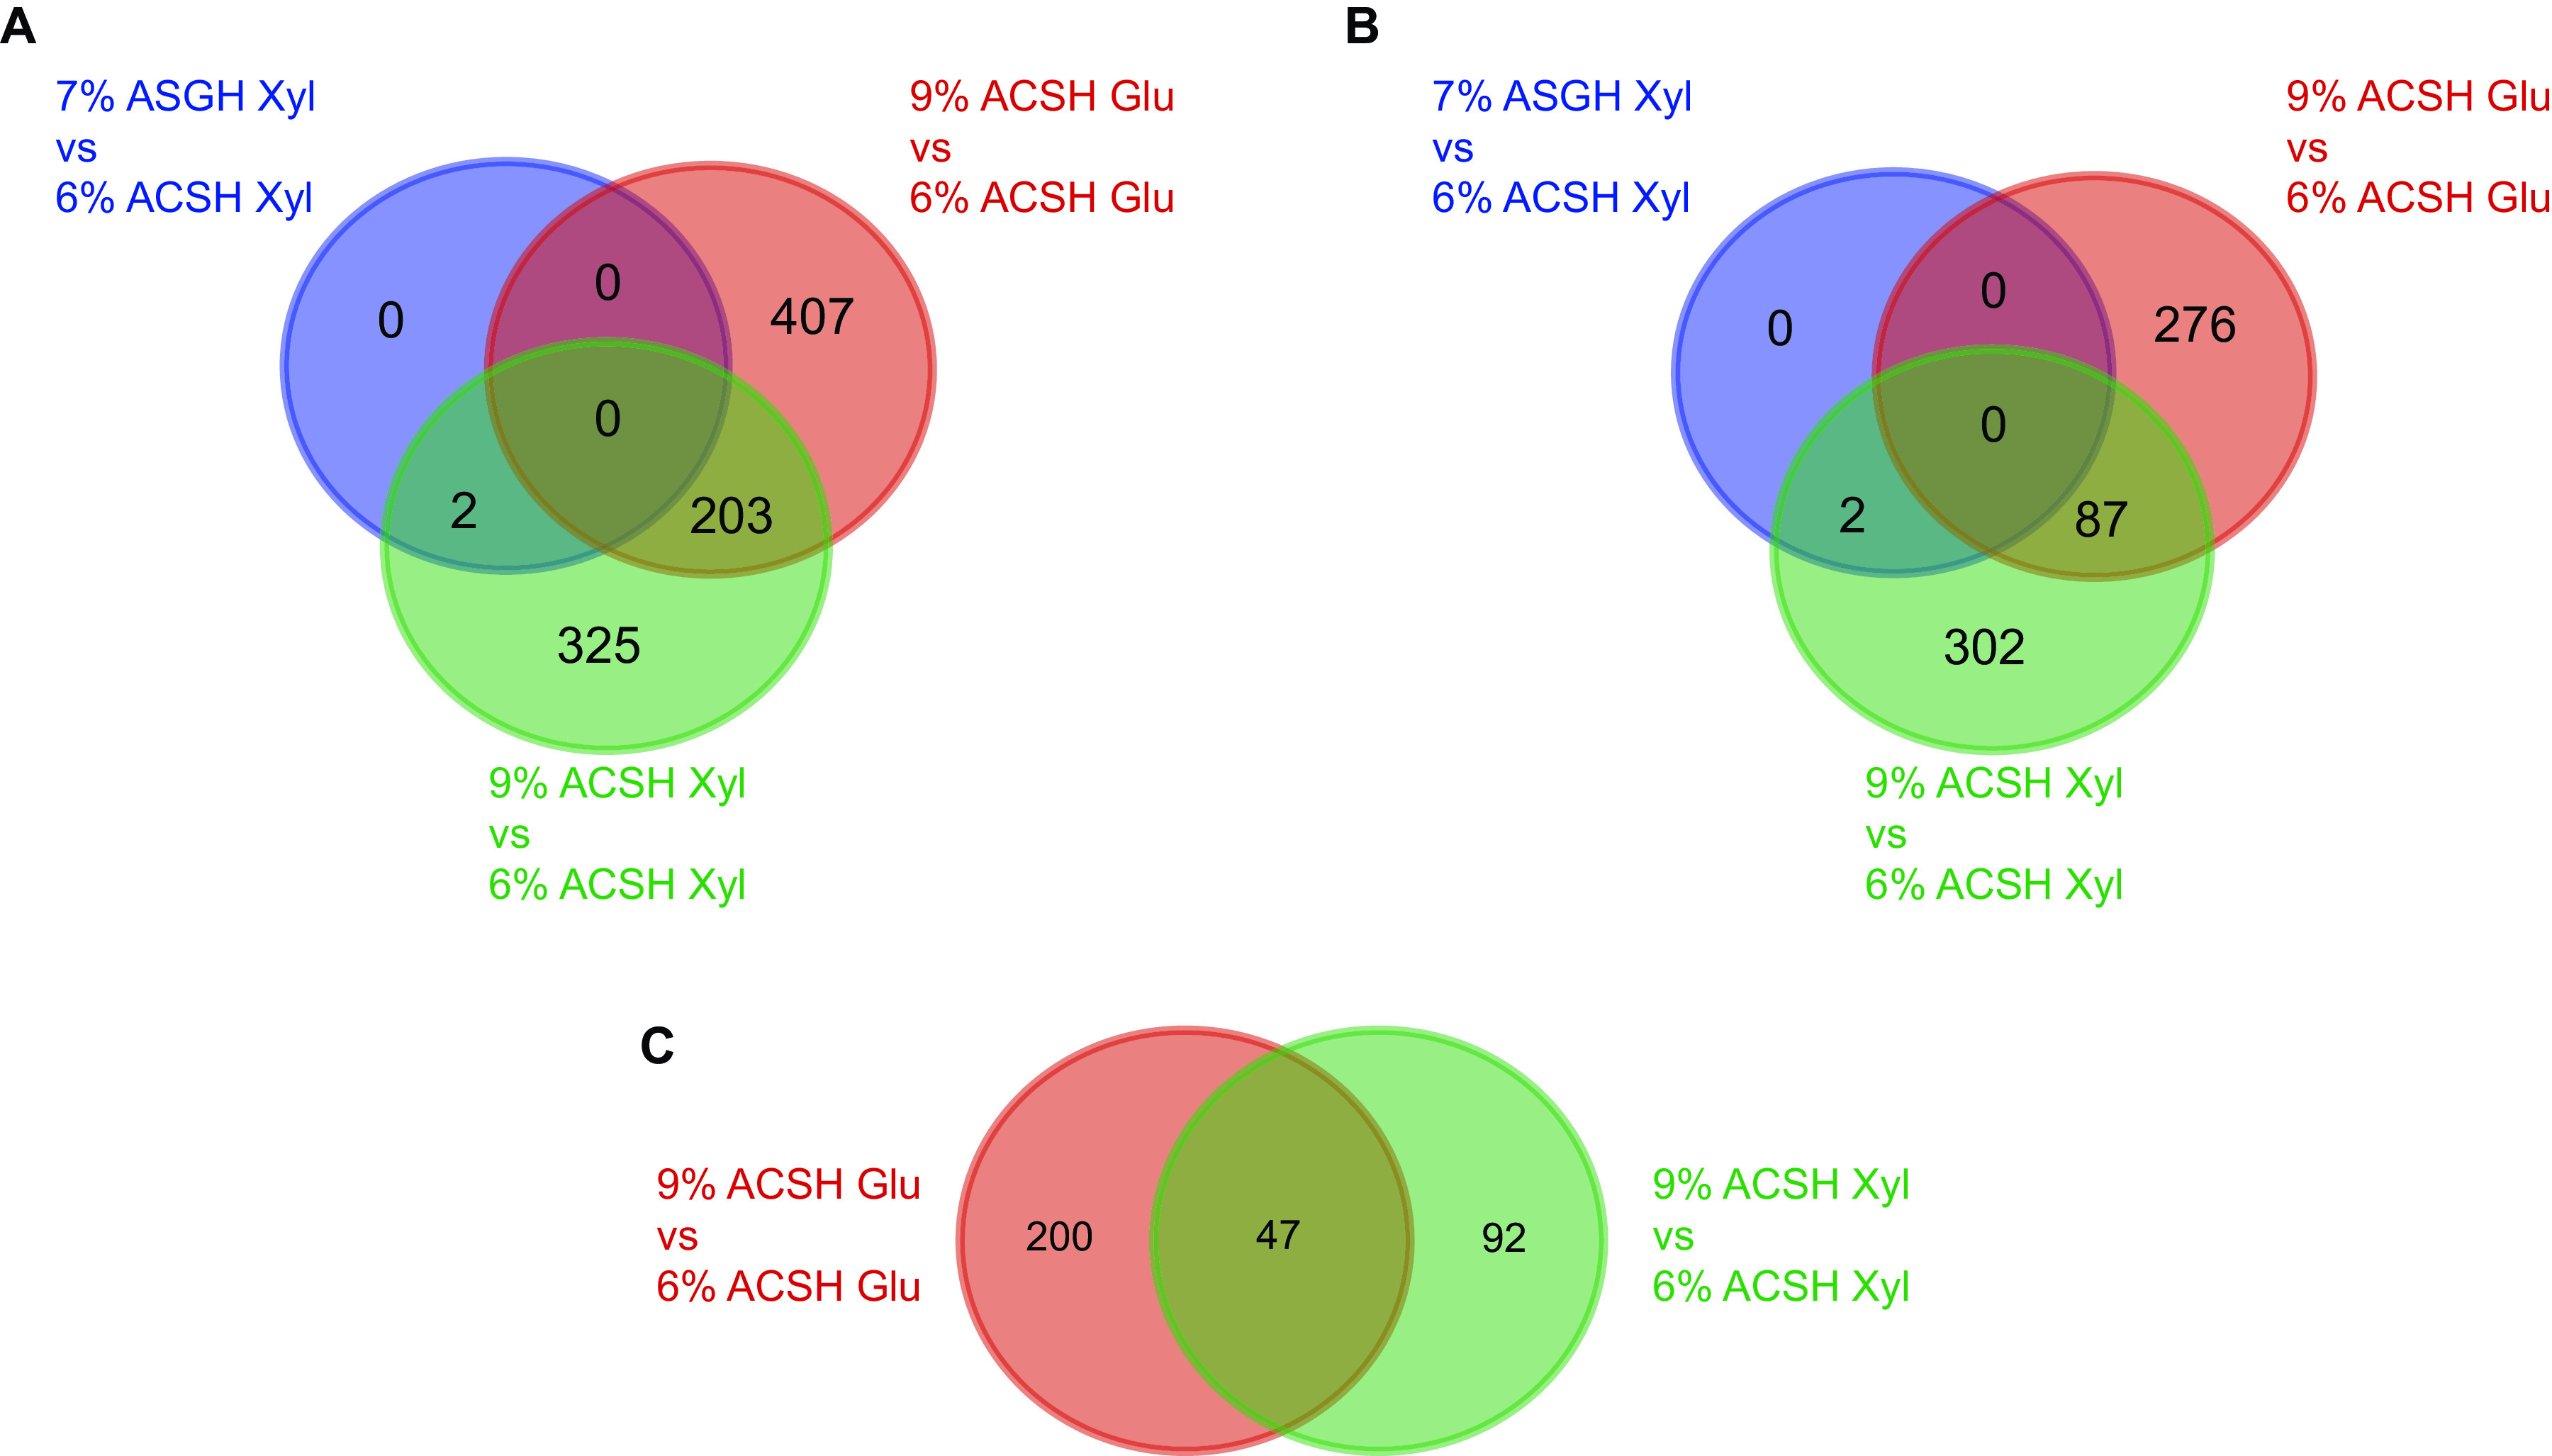
Summary of genes with significant DE by RNA-Seq under different growth conditions. (A) All genes with significant DE. (B) Genes with a significant decrease in expression, relative to the corresponding 6% ACSH growth condition. (C) Genes with a significant increase in expression, relative to the corresponding 6% ACSH growth condition. Xyl indicates the xylose consumption phase, while Glu indicates the glucose consumption phase. Note that 7% ASGH glucose versus 6% ACSH glucose had no genes with significant DE, and there were no genes with significant DE with an increase in expression when 7% ASGH xylose was compared to 6% ACSH xylose. Venn diagram circles are not proportional, to show the lack of overlap.

**TABLE 1:** Summary of RNA-Seq sample data

Sample	Growth medium	Sugar consumption phase	Replicate no.	BioSample accession no.
Glu_6_A	6% ACSH	Glucose	1	GSM6053149
Glu_6_B	6% ACSH	Glucose	2	GSM6053150
Glu_6_C	6% ACSH	Glucose	3	GSM6053151
Glu_6_D	6% ACSH	Glucose	4	GSM6053152
Glu_6_E	6% ACSH	Glucose	5	GSM6053153
Xyl_6_A	6% ACSH	Xylose	1	GSM6053154
Xyl_6_B	6% ACSH	Xylose	2	GSM6053155
Xyl_6_C	6% ACSH	Xylose	3	GSM6053156
Xyl_6_D	6% ACSH	Xylose	4	GSM6053157
Glu_7_A	7% ASGH	Glucose	1	GSM6053158
Glu_7_B	7% ASGH	Glucose	2	GSM6053159
Glu_7_C	7% ASGH	Glucose	3	GSM6053160
Xyl_7_A	7% ASGH	Xylose	1	GSM6053161
Xyl_7_B	7% ASGH	Xylose	2	GSM6053162
Xyl_7_C	7% ASGH	Xylose	3	GSM6053163
Glu_9_A	9% ACSH	Glucose	1	GSM6053164
Glu_9_B	9% ACSH	Glucose	2	GSM6053165
Glu_9_C	9% ACSH	Glucose	3	GSM6053166
Glu_9_D	9% ACSH	Glucose	4	GSM6053167
Glu_9_E	9% ACSH	Glucose	5	GSM6053168
Xyl_9_A	9% ACSH	Xylose	1	GSM6053169
Xyl_9_B	9% ACSH	Xylose	2	GSM6053170
Xyl_9_C	9% ACSH	Xylose	3	GSM6053171
Xyl_9_D	9% ACSH	Xylose	4	GSM6053172
Xyl_9_E	9% ACSH	Xylose	5	GSM6053173

These transcriptomic data sets will enable investigators to identify the physiological responses to lignocellulose conversion that impact the production of sustainable biofuels by Z. mobilis.

### Data availability.

Raw RNA-Seq reads are available at NCBI GEO under accession number GSE201229.

How the deposited data were processed for this re-analysis (not part of the article)

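The authors sequenced 25 RNA libraries of 6 groups and trimmed, mapped and, with HTSeq 0.6.0, counted the reads per gene. The sample descriptions give Trimmomatic 0.3 and BWA 0.7.12-r1039, the paper 0.39 and 0.7.17-h5bf99c6_8. The deposited values are whole raw counts and RPKM. By their name the RPKM divide by mapped reads, whose totals are not given. The totals were inferred from counts over RPKM, with gene lengths taken as multiples of 3 bases. Of the inferred totals the listed genes held 3.3% to 81.59%, and RPKM sums differed 28.2-fold, so tests used the raw counts. Every share of mapped reads given here rests on the inferred totals. No ribosomal or transfer RNA is listed.

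Each pair of groups, and the 4 groups of 9% and 6% ACSH for the difference between phases, were fitted in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, glmQLFit and glmQLFTest, Benjamini-Hochberg FDR). SE is the log2 fold change over the square root of F. Gene lists (17, matched by symbol or product text) were tested with camera from limma 3.58.1. For 9% ACSH and 7% ASGH against 6% ACSH (glucose, then xylose phase) it called 10, 7, 4 and 3 lists with the preset correlation of 0.01, and 0, 1, 0 and 0 with an estimated correlation. The planned test fry, for movement of a list in 1 direction, called 12, 14, 0 and 0.

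The rule for named genes, set before the data were examined, took per comparison the 10 largest rises and falls among called genes with a known product and non-overlapping groups, all called genes where there were 5 or fewer, a panel of sugar, ethanol and heat shock genes, up to 4 genes per list with the smallest FDR, and 10 genes called in opposite directions. The text prints a subset, picked for length after the values were seen.

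Alternatives were edgeR's exact and likelihood ratio tests, DESeq2 1.42.0, RLE factors, library totals alone, no filter, 1 fit of all 6 groups, limma-trend on log2(RPKM + 1) and log2(RPKM + 0.1) with a minimum RPKM of 1 or none, no fold threshold, each library left out, and a block for replicate number. Upper-quartile factors, the share of mapped reads as a covariate and a block for the numbers of the columns were added after seeing the data. Between 6% ACSH and 7% ASGH in the glucose phase, residual correlations by replicate number were 0.263, 0.585 and 0.462. Of 60 matchings, 2 had a mean as high, that by number included. Replicate 1 did not correlate best with its own number, so pairing is likely there but not certain. The 6% ACSH xylose-phase columns are numbered 2 to 5 and their sample descriptions 1 to 4, so the planned block was not run there. By the columns' numbers, checked after seeing the data, the correlations were 0.173, 0.196, 0.196 and 0.022 between the phases of 6% ACSH, where of 120 matchings none had a higher mean, -0.207 to 0.358 between those of 9% ACSH (41 of 120 as high), and 0.0357 to 0.388 between 6% and 9% ACSH in the xylose phase (7 of 120). In none of these did each library correlate best with its own number.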

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

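The test for a mix of RNA and the splits by number were chosen after the values were seen. In groups of 4 or 5 libraries, 5 of 75 values tested lay far from the others, where chance gives about 1 in 20. In 9% ACSH xylose phase, replicate 3 had a total count of 17856498 and 58.6% of mapped reads in listed genes, against 5213607 and 15.4% in the next library. In 6% ACSH xylose phase, 1 library lay apart at 31.1 CPM for rplU. In the glucose phase, xylB was at 985 CPM in 6% ACSH replicate 1 and hpnA at 133 CPM in 9% ACSH replicate 3.

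The response to 9% ACSH differed between the phases for 780 of 1886 genes by the interaction term. The highest count over the other 99 of 100 splits within each phase was 369. It was 453 over the other 125 of 126 splits with same-numbered libraries of a medium kept together. The real split alone gave as many, 1 of 100 and 1 of 126, the lowest shares such splits can give. Splits near the real grouping or its mirror can still hold part of its difference. Of 25 genes of the text tested for it, 18 differed. These genes were picked largely by their values in the same comparisons, so this share does not stand for other genes. The difference (log2, glucose minus xylose phase) was positive for ZMO1697 (2.71), ibpA (5.47), dnaK (3.15), clpB (4.02), lon2 (3.95), adhA (3.54), pgi (2.89), pspB (5.50), atpG1 (1.07) and gor (2.12). It was negative for flgE (-2.42), rplM (-2.09), zwf (-1.86), hpnA (-2.85), rpiB (-2.66), talB (-1.09), tktA (-1.38) and ZMO0282 (-1.78).

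The paper does not compare the phases within 6% ACSH. There, 993 of 1882 genes were called, 501 higher and 492 lower in the xylose phase. The highest count over the other 99 of 100 splits was 751, so the real split alone, 1 of 100, gave as many. Splits near the real grouping or its mirror can hold part of its difference here too. With same-numbered libraries as pairs (8 splits), 1002 were called, and 0 in any other split. The log2 fold change was 4.64 for ibpA, -4.53 for zwf and -5.15 for rplU.

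On the axis from the mean of 6% ACSH glucose phase (0) to that of 6% ACSH xylose phase (1), over 1879 genes, the 9% ACSH glucose-phase libraries lay at 0.52 ± 0.131 (SD, n = 5; 0.382 to 0.697), those of 7% ASGH at -0.022 ± 0.054 (n = 3). The 6% ACSH glucose-phase libraries that both fold changes share do not explain this, since with them split between the comparisons the covariance stayed at 1.25 or above over 20 splits, against 1.34. A mix of RNA of the phases of 6% ACSH does not explain it alone, since the genes lay around the best-fitting mix with an SD (log2) of 0.571 or more in each 9% ACSH library, against at most 0.464 in 7% ASGH libraries, alone or pooled across phases. A mix with a response to 9% ACSH, a later stage of glucose use or a response that resembles the xylose phase stays open, as sampling times are not given. The log2 fold changes of 9% ACSH glucose phase and 6% ACSH xylose phase, both against 6% ACSH glucose phase, correlated at r = 0.83. With the shared libraries split, r was 0.763 or more. Of 1883 genes, 36 in 9% ACSH glucose phase were called outside both phases of 6% ACSH, 25 above and 11 below. Any such shift also enters the 780 genes of the interaction term, which holds the same glucose-phase difference.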

How the results depend on the processing

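Upper-quartile factors and the covariate were chosen after seeing the data. The counts for 9% against 6% ACSH (glucose phase, xylose phase, shared, different between phases) and for the phases within 6% ACSH, 572, 506, 190, 780 and 993, stayed within 1.5-fold with the exact test where it was run, the likelihood ratio test, DESeq2, RLE factors, library totals, no filter, all 6 groups in 1 fit, upper-quartile factors and the covariate. With single libraries left out they ranged from 513 to 643, 498 to 520, 171 to 215, 745 to 803 and 981 to 1010. They were 14, 0, 0, 9 and 443 with limma-trend on log2(RPKM + 1), 15, 0, 0, 9 and 443 on log2(RPKM + 0.1), and 22, 0, 0, 9 and 465 on log2(RPKM + 1) with no filter on low values. The RPKM settings apply no scaling factor, and RPKM sums ran from 35424 to 635169 within 9% ACSH xylose phase alone. Such a spread between libraries enters the log2 value of every gene and widens its error. How much of the fall in counts this makes was not tested. With no fold threshold, a looser rule, the counts were 1410, 1408, 1052, 1370 and 1591. Library totals moved the median of all genes by 0.257 in the glucose and 0.51 in the xylose phase (log2).

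For 7% ASGH against 6% ACSH in the xylose phase, where 0 were called, the exact test gave 5, the likelihood ratio test 6, DESeq2 7 and all 6 groups in 1 fit 1, and the cause was not tested. Leaving out libraries gave 0 to 40, with 40 without 7% ASGH xylose phase replicate 3. In the glucose phase every alternative and left-out library gave 0. A block for replicate number gave 0 there and 568 for 9% against 6% ACSH in the glucose phase, where the numbers do not pair the libraries. By the numbers of the columns, added after seeing the data, the block gave 519, 194, 800 and 1002 for the other counts and 0 for 7% ASGH in the xylose phase, and changed no call of a named gene.

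Of 38 fold changes of named genes, those for 7% ASGH not included, none reversed. With the RPKM settings 28, 28 and 27 of the called fold changes no longer passed, where a gene can have several, from different comparisons. Also, zwf in the glucose phase no longer passed with library totals (-0.85), upper-quartile factors (-0.94) or without 9% ACSH replicate 4 (-0.93). There tktA passed without 9% ACSH replicate 2 (-1.03). In the xylose phase rpiB did not pass without 9% ACSH replicate 2 (0.985) or 1 6% ACSH library (0.958), nor hpnA with the covariate (0.99) or without 1 6% ACSH library (0.999). Depth was lowest in 9% ACSH xylose phase (862100 counts).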

Differences from the paper's values

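For 7% ASGH against 6% ACSH in the xylose phase, the paper's number of genes is 2 and the count here is 0. None of the 18 alternatives set before the data were examined comes within 1.5-fold of it (0 to 40 genes). The paper has no increase there (Fig. 1C). The exact test, the likelihood ratio test and DESeq2 each called the falls of flgF and flgE, beside 3, 3 and 4 rises, and the latter pair also called a fall of ZMOp32x019 (-1.06 and -1.04).

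For the genes shared by the phases of 9% against 6% ACSH, the paper has about 87 with a decrease (Fig. 1B, read by eye) where 42 were found, and about 47 with an increase (Fig. 1C, read by eye) where 84 were found. All 30 alternatives set before the data were examined differ for both (0 to 300 and 0 to 327). For an increase in the xylose phase alone, the paper has about 92 (Fig. 1C, read by eye) where 147 were found. DESeq2 and RLE factors come within 1.5-fold, and the other 28 do not. If the directions of the panels are exchanged, the shared counts lie near the paper's, those of the glucose phase alone (237 higher, 209 lower, in the paper about 200 and 280) somewhat nearer, and those of the xylose phase alone (147 higher, 233 lower, about 92 and 300) farther.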

Other observations

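The test of depth and those of the share of mapped reads were chosen after the result was seen. In the glucose phase, 21 of 29 transposase and phage genes were higher in 9% ACSH and 0 lower, and in the xylose phase 10 were higher and 5 lower. Without the phage shock genes pspA to pspD, matched by product text and tied to envelope stress, these are 17 and 0, and 10 and 1, of 25. The set FDR was 0.587 and 0.302. Of 38 iron uptake genes, 14 were higher and 5 lower in the glucose phase and 10 and 5 in the xylose phase (0.587 and 0.465), and with library totals 18 and 1, and 20 and 1. Of 13 osmotic stress genes, 1 was higher and 2 lower in the glucose phase and 0 and 4 in the xylose phase (0.695 and 0.409), the latter 2 and 1 with library totals.

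Other splits of the libraries of 9% and 6% ACSH gave at most 0 called genes in the glucose phase against 572, 321 in the xylose phase against 506, and 0 shared against 190. Each time the real split alone, 1 of 100, gave as many, which is the lowest share that 100 splits can give. Splits near the real grouping or its mirror can still hold part of its difference, so 321 is not a count of chance alone. For 7% ASGH against 6% ACSH, with 0 called, the count of splits (56 in the glucose phase, 35 in the xylose phase, with at most 19 and 25 called) decides nothing, since none can give fewer.

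The balance of rises and falls in the xylose phase depends on the scaling. A few abundant genes taking most counts are an unlikely cause, since the shift of 0.51 between the scalings was 0.445 without the 20 most abundant genes. Depth is also unlikely, since TMM factors (log2) ranged over 0.032 within the 9% ACSH xylose-phase libraries, against 0.509 between the groups. Which scaling is closer to the RNA per cell stays open.

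The median share of mapped reads in listed genes is lower in 9% than in 6% ACSH in both phases, with overlapping ranges. Unequal removal of reads outside these genes is unlikely to make the calls, since with the share as a covariate 559 genes were called in the glucose phase against 572 and 497 in the xylose phase against 506.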
